A study of Mus musculus with 7 samples.

How the data were processed

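Droplet single-cell RNA sequencing was done on whole mouse noses at embryonic day 14.5, with 5 libraries labelled wild type (WT, CD1 mice) and 2 from an animal carrying Prokr2iCre and R26tdTomato. In that animal Cre recombinase is expressed from Prokr2, the gene of prokineticin receptor 2, and turns on a red fluorescent reporter. Per the labels' protocols, noses were dissociated with papain and collagenase, frozen, thawed and loaded on a 10x Chromium controller, and 3-prime gene expression libraries were made. Also per the labels' protocols, the single suspension of the Prokr2iCre/R26tdTomato nose gave a sorted and an unsorted data set. The sample labels do not say which of its libraries is which, and groups were taken from those labels alone. They are called Prokr2Cre library 1 and Prokr2Cre library 2 here and were neither averaged nor treated as replicates. The names of the deposited files call library 1 unsorted and library 2 sorted, a statement that was not used to assign groups and was not checked against anything else.

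The deposited matrices hold raw UMI counts (unique molecular identifiers, 1 per captured transcript) per gene and cell barcode, with no normalization. Per the file headers, counting was done with Cell Ranger 6.0.1 for WT replicate 1, 7.0.0 for WT replicates 2 to 5 and 6.1.2 for both Prokr2Cre libraries. Neither the headers nor the labels' protocols state the genome build, the annotation or whether intronic reads were counted, so no positions in the genome are given. The matrices list 31053 or 32285 genes. The 30344 gene identifiers common to all libraries and with a unique symbol were used, and they hold 99.16% to 99.86% of the UMIs of each library. Total depth ranged from 16773781 UMIs in Prokr2Cre library 2 to 89800259 in WT replicate 1.

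Barcodes with at least 500 genes and at most 10% mitochondrial UMIs were kept. Doublets, droplets holding more than a single cell, were scored with Scrublet as included in scanpy 1.11.5 for barcodes with at least 200 genes. Its automatic threshold marked at most 0.333% of these barcodes in any library, below the 0.5% under which such a caller was taken not to have worked. The barcodes with the highest scores were therefore removed at a rate of 0.8% per 1000 barcodes, a rule set after that result was seen. It removed between 0.968% of the barcodes, in Prokr2Cre library 2, and 9.09%, in WT replicate 2.

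WT replicates 3 and 4 shared 7386 barcodes and were counted as 1 capture, with their values averaged. The 7 libraries thus stand for 6 captures, of which 4 are WT. After filtering, 29096 cells were kept over the 6 captures. Cells were scaled to 10000 UMIs and log-transformed, 2000 variable genes were reduced to 30 principal components, and cells were grouped with the Leiden algorithm (leidenalg 0.10.2) at resolution 1 with 20 neighbours. A second round grouped the neuronal lineage-like cells alone. Libraries were clustered together without correction for differences between them. The 36 genes of the list described next were left out of the clustering and of the cell type markers.

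Cell types were named from markers fixed before the data were examined, as were the tests, the samples that enter them, the gene list and the alternatives tried, apart from those named as later choices. A cluster was named where at least 3 markers of a class were present in at least 10% of its cells and at 1.5 times the mean of other cells. It stayed unnamed where its top 10 genes by fold held more markers of another class. The 1.5-fold minimum and a fallback of the first round, which names a cluster by markers held by at least 50% of its cells, were set after the clusters had been seen. Named classes carry the ending "-like", since they rest on markers alone. Names rebuilt in this way can differ from those of the authors. Neuronal cluster 12, with 14 cells, stayed unnamed under these thresholds: it held 11 cells of Prokr2Cre library 2 (1.00% of its kept cells) and 1 cell each of Prokr2Cre library 1, WT replicate 1 and WT replicate 2. Cell-cycle genes led 1 bone-like, 1 cartilage-like and 1 mesenchyme-like cluster, and the heat-shock genes Hspa1a and Hspa1b led another mesenchyme-like cluster. The erythroid-like cluster had a median depth of 0.144 of that of its libraries.

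Classes were compared within WT captures by summing raw counts per capture and class, since cells are not replicates. Sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, the capture as a block and Benjamini-Hochberg adjustment, at an adjusted p-value threshold of 0.05. A capture entered where it held at least 10 cells of both classes. Genes used for the clustering were not tested. The classes were still drawn from the same cells, so genes that vary with the clustering genes can differ between classes by construction. The adjusted p-values do not account for this. On simulated counts for the contrast of olfactory progenitor-like with olfactory neuron-like cells, with 5530 genes, all 199 changed genes were recovered among 204 calls, 5 of which were false. Only genes with a mean of at least 10 CPM were changed. The simulated changes were larger than those found for every called list gene but Nrp1. Apart from random draws, the simulated captures differed in depth alone. Recovery of smaller changes, or with captures that differ as the real ones do, was thus not tested. The Prokr2Cre libraries, with 1 library on each side, were described without a test. Sums of UMIs are given as CPM (UMIs of the gene over all UMIs of the same cells, in parts per 1e6) with exact Poisson 95% intervals, ratios with exact conditional intervals and shares with Clopper-Pearson 95% intervals. These intervals, and the limits given for counts of 0 (3 counts of the total), cover counting error only and no variation between animals. Shares of cells with a Prokr2 UMI were compared after each cell was thinned to 2000 UMIs, leaving out shallower cells.

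Genes were named by fixed rules. The list holds 36 mouse genes whose human counterparts have been linked to Kallmann syndrome or congenital hypogonadotropic hypogonadism. For a fitted contrast, the 5 genes with the largest positive and the 5 with the largest negative log2 fold changes were named, among called genes with a mean of at least 10 CPM in the higher class and the same direction in every capture. For the Prokr2Cre libraries, the 5 largest and 5 smallest ratios were named among genes with at least 50 CPM in either. Xist and Y-linked genes were named as a check of sex. Captures far from the others were sought with Dixon's ratio of gap to range over the 4 WT captures.

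The alternatives tried were DESeq2 1.42.0, no TMM factors, no filter on low counts, no replicate block, each WT capture left out in turn, no doublet removal, at least 1000 genes with at most 5% mitochondrial UMIs, resolution 2 in the second round, cells assigned singly by at least 2 markers, and thinning to 4000 UMIs or none. Alternatives chosen after seeing the data were at most 25% mitochondrial UMIs, WT replicates 3 and 4 as separate replicates, testing the clustering genes too, and the cell settings applied to the comparisons within Prokr2Cre library 2. Intron lengths came from GENCODE vM21 (GRCm38), a build the files do not name, and were used for a check of bias alone. Of the genes in that check, 99.96% had a length for the Prokr2Cre pair. Contrasts of terminal nerve-like cells within WT captures were not fitted, for lack of cells, and no vomeronasal neuron-like cluster was named. The reporter transcript was not analysed here. A test made on neuronal cells of WT replicate 1 is not reported here.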

Results

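The libraries describe the cells of the mouse nose at embryonic day 14.5, when the olfactory epithelium, the terminal nerve and the neurons that make gonadotropin-releasing hormone 1 (Gnrh1) develop side by side. The series title names the relation of the terminal nerve and Gnrh1 neurons to olfactory development as its subject. Expression was measured as UMI counts in 5 WT libraries and in 2 libraries of a single Prokr2iCre/R26tdTomato nose. Among deposited barcodes, the median depth was 8028 UMIs in WT replicate 1, 4904 in replicate 2, 5556 in replicate 3, 5685 in replicate 4 and 2816.5 in replicate 5. It was 2382.5 UMIs over 4362 barcodes in Prokr2Cre library 1 and 12433 UMIs over 1240 barcodes in Prokr2Cre library 2. After filtering, 7179, 9510, 6609 and 3012 cells were kept in WT replicates 1, 2, 4 and 5, with median depths of 8791, 4939, 5720 and 11179 UMIs. Prokr2Cre library 1 kept 1687 cells with a median of 13534 UMIs, and library 2 kept 1099 cells with a median of 12914.

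WT replicates 3 and 4 shared 7386 of 7396 and 7408 barcodes, whereas no other pair of libraries shared more than 34. Their gene sums differed by less than sampling noise, with a chi-square per degree of freedom of 0.513 over 19096 genes, against 151.9 to 681.9 for the other WT pairs. They were counted as 1 sample, so that n = 4 for WT.

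The composition of the WT nose was described first. Mesenchyme-like cells made up 59.0% ± 5.24 (SD, n = 4) of kept WT cells, cartilage-like cells 10.7% ± 3.03 (SD, n = 4) and bone-like cells 9.55% ± 2.21 (SD, n = 4). Neuronal lineage-like cells were 3.04% ± 1.82 (SD, n = 4). Within them, olfactory neuron-like cells made up 1.12% ± 0.611 (SD, n = 4) of all kept cells, olfactory progenitor-like cells 0.527% ± 0.371 (SD, n = 4) and unnamed neuronal cells 1.39% ± 1.33 (SD, n = 4). WT replicate 1 held the highest neuronal share, 5.68%, and the lowest was 1.69% in WT replicate 5. Class shares depended on the cell settings: under the stricter cell filter, the means were 52.1% for mesenchyme-like, 15.0% for bone-like, 14.2% for cartilage-like and 2.98% for neuronal lineage-like cells.

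**Figure D1:**
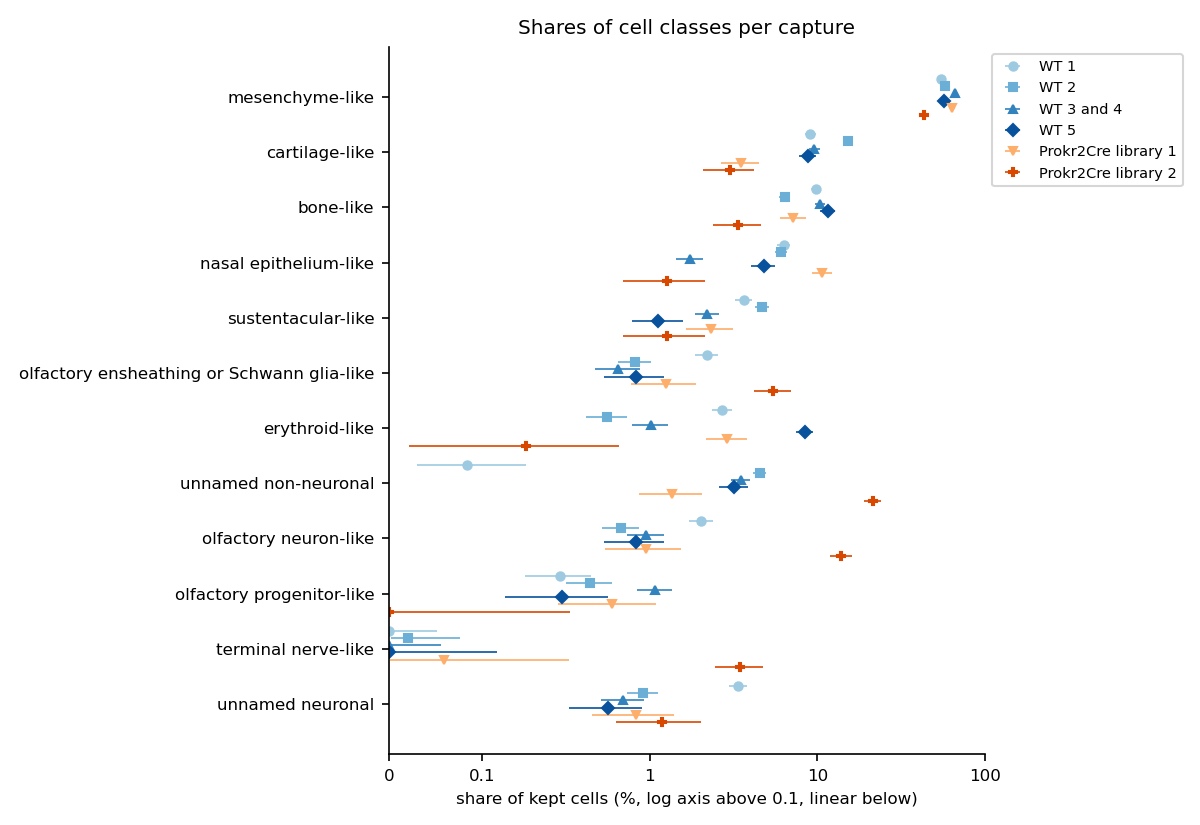
Share of kept cells in selected classes for the 4 WT captures (blue) and the 2 Prokr2Cre libraries (orange), in percent. The axis is logarithmic above 0.1 and linear below, and Clopper-Pearson 95% intervals cover counting error only. Endothelium-like, immune-like, muscle-like and pericyte or smooth muscle-like cells are not drawn. Olfactory neuron-like cells were at 13.9% in Prokr2Cre library 2 and at most 2.02% in the other captures.

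Terminal nerve-like cells, named from Gnrh1, Cntn2, Prph and Gal, formed a cluster of 41 cells over the 6 captures. Prokr2Cre library 2 held 38 of them. The cluster met 4 terminal nerve markers but also 3 olfactory neuron markers. In its cells of library 2, Isl1, another fixed terminal nerve marker, had 0 UMIs. Gnrh1 had 27 UMIs there, or 26.6 CPM. In WT captures the share of terminal nerve-like cells averaged 0.00526% ± 0.0105 (SD, n = 4), with 2 cells of 9510 in WT replicate 2. WT replicate 1 had 0 of 7179 cells, which allows a share of up to 0.0418%, WT replicates 3 and 4 had 0 of 6609, which allows up to 0.0454%, and WT replicate 5 had 0 of 3012, which allows up to 0.0996%. The share moved most when cells were assigned singly by markers, to 0.0238%. WT replicate 1 then held 5 such cells (0.0697%, interval 0.0226 to 0.163), the most of any WT capture and above the limit just given for it. The count of 0 there rests on the naming rule. Neuronal cluster 10, with 38 of its 39 cells from WT replicate 1, met 4 terminal nerve markers and 4 autonomic markers and stayed unnamed, since its top genes held more forebrain markers. In all, 23 of the 7179 kept cells of that capture (0.320%) held at least 3 of Gnrh1, Gal, Cntn2, Prph and Nhlh2. No WT capture reached the 10 terminal nerve-like cells needed for a contrast with another class, under that setting or any other cell setting tried.

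The contrast that could be fitted in WT asked how olfactory progenitor-like cells differ from olfactory neuron-like cells. It rested on 3 captures: WT replicate 1 with 21 and 145 cells, WT replicate 2 with 42 and 64, and WT replicates 3 and 4 with 71 and 63. The classes did not hold the same clusters in each capture, although neuronal clusters 2 and 3 gave cells in all. In the order given, neuron-like cluster 5 gave 62, 2 and 0 cells and cluster 8 gave 0, 19 and 26. Progenitor-like cluster 7 gave 0, 12 and 39. The captures thus compare partly different mixtures of cells. The sums ranged from 252106 to 1193719 UMIs. With edgeR, 1157 of 5021 genes had an adjusted p-value below 0.05, of which 582 were higher and 575 lower in progenitor-like cells. The number of calls depended on the setting: it was 311 with no replicate block, 503 with DESeq2 and 2499 when cells were assigned singly by markers, a fit of 4 captures and 6169 genes. Without WT replicate 2 it was 703.

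Of the called genes, 1156 met the naming rule. The largest positive log2 fold changes with edgeR were those of Sgo1 (ENSMUSG00000023940; 6.67, SE 0.67, adjusted p = 0.000247), Ncapg (ENSMUSG00000015880; 6.65, SE 0.58, adjusted p = 0.000214), Kif2c (ENSMUSG00000028678; 6.61), Esco2 (ENSMUSG00000022034; 5.76) and Kif22 (ENSMUSG00000030677; 5.74). Sgo1 averaged 106 ± 69.8 CPM (SD, n = 3) in progenitor-like and 1.63 ± 2.82 CPM (SD, n = 3) in neuron-like cells. Of the genes lower in progenitor-like cells, Gadl1 (ENSMUSG00000056880) had no UMI there and 34.4 ± 8.36 CPM (SD, n = 3) in neuron-like cells, at least 13.8-fold lower. Tub (ENSMUSG00000031028) followed with a log2 fold change of -4.60 (SE 0.56, adjusted p = 0.000476 with edgeR), then Srcin1 (ENSMUSG00000038453; -4.54), Dzip1l (ENSMUSG00000037784; -4.47) and Rims3 (ENSMUSG00000032890; -4.43).

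Of the 36 list genes, 12 passed the filter in this contrast. With edgeR, 9 were called adjusted over the list alone and 8 over all genes tested. Nrp1 (ENSMUSG00000025810) was lower in progenitor-like cells, at 10.2 ± 10.2 CPM against 117.9 ± 4.51 CPM (SD, n = 3), with a log2 fold change of -3.51 (SE 0.42) and an adjusted p of 0.000476 in the edgeR fit. Nsmf (ENSMUSG00000006476) was also lower (log2 fold change -1.77, SE 0.31, edgeR adjusted p = 0.00278), and Chd7 (ENSMUSG00000041235) was higher (1.15, SE 0.18, edgeR adjusted p = 0.00173). These 3 genes stayed called over all genes tested in each fit that left out 1 capture.

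The other list genes were less stable. Hs6st1 (ENSMUSG00000045216; log2 fold change 1.13), Tcf12 (ENSMUSG00000032228; 0.72), Fezf1 (ENSMUSG00000029697; 0.64) and Dcc (ENSMUSG00000060534; 0.80) were higher in progenitor-like cells and Smchd1 (ENSMUSG00000024054; -0.57) lower, with edgeR adjusted p-values from 0.0174 to 0.0374. None of these 5 was called over all genes tested without WT replicate 2, where their log2 fold changes were 1.14, 0.82, 0.79, 0.26 and -0.61. Hs6st1, Smchd1 and Fezf1 also lost that call without WT replicate 1, and Tcf12 without WT replicates 3 and 4. Fezf1 changed sign when cells were assigned singly by markers (-0.32). Sema3a (ENSMUSG00000028883; 0.65) was called over the list alone and had an adjusted p of 0.0535 over all genes tested with edgeR. Nrp2 (-0.82), Tubb3 (0.09) and Il17rd (-0.27) were not called. Nrp2 was called under 5 alternatives, among them without WT replicates 3 and 4 (-1.50, adjusted p = 0.000277 with edgeR). Tubb3 changed sign under both resolution 2 (-0.56) and assignment by markers (-0.87), as did Sema3a (-0.09 and -0.20) and Il17rd (0.52 and 0.55). Prokr2 did not pass the filter, with 0, 0 and 1 UMIs in the progenitor-like sums and 1, 2 and 6 UMIs in the neuron-like sums. Without the filter its log2 fold change was -3.16 (SE 1.66, adjusted p = 0.287 with edgeR).

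The Prokr2iCre/R26tdTomato nose bore on which cells express Prokr2. The file names call library 2 sorted, which was not checked. If so, its cells were selected by a reporter that Prokr2 turns on. Prokr2 levels and shares of positive cells in its classes could then reflect that selection. With 1 library on each side there was no replicate and no test, and the values describe these libraries alone. Neuronal lineage-like cells were 18.6% (95% interval 16.3 to 20.99) of library 2 and 2.43% (1.75 to 3.28) of library 1, a difference of 16.1 percentage points (13.7 to 18.7). Under the other cell settings and thinning the difference lay between 15.7 and 16.4 points. Olfactory neuron-like cells were 13.9% (11.9 to 16.1) of library 2 and 0.948% (0.543 to 1.54) of library 1. Terminal nerve-like cells were 3.46% (2.46 to 4.72) of library 2 and 0.0593% (0.0015 to 0.330), a single cell, of library 1. Unnamed non-neuronal cells were 21.5% (19.1 to 24.0) of library 2 against 1.36% (0.866 to 2.04) of library 1, and most of them in library 2, 207 cells, belonged to cluster 32. In the other direction, nasal epithelium-like cells fell from 10.7% (9.24 to 12.2) in library 1 to 1.27% (0.698 to 2.13) in library 2, and mesenchyme-like cells from 63.7% (61.4 to 66.0) to 43.5% (40.5 to 46.5). The latter fall rests on the naming rule: with the unnamed clusters 18 and 32, whose first choice was mesenchyme-like, the shares were 65.1% (62.8 to 67.4) in library 1 and 65.0% (62.1 to 67.8) in library 2.

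Prokr2 (ENSMUSG00000050558) had 1330 UMIs in library 2, or 82.1 CPM (95% interval 77.8 to 86.7), and 52 UMIs in library 1, or 1.86 CPM (1.39 to 2.44). The ratio was 44.1 (33.4 to 59.4). In library 2, 1220 of the 1330 UMIs lay in neuronal lineage-like cells, and 1100 of them in its 38 terminal nerve-like cells. In library 1, 32 of the 52 UMIs came from its single terminal nerve-like cell, at 1353.5 CPM (925.8 to 1910.8), and the ratio rose to 161.2 under the stricter cell filter, which left out that cell. Outside the neuronal lineage the ratio was 17.3 (9.87 to 32.6), and in olfactory neuron-like cells 1.84 (0.822 to 5.12). The latter rests on 6 UMIs in library 1, all in 1 of its 16 olfactory neuron-like cells. Counts of genes with long introns were higher in library 2 than in library 1 in mesenchyme-like cells. Among 3089 genes whose introns have about the length of those of Prokr2, the ratio of Prokr2 outside the neuronal lineage lay at the 94.24th percentile. In all kept WT cells Prokr2 was at 0.248 CPM (0.149 to 0.388) in WT replicate 1, 1.07 (0.824 to 1.38) in replicate 2, 1.63 (1.28 to 2.05) in replicate 4 and 0.396 (0.217 to 0.665) in replicate 5.

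Within library 2, Prokr2 was at 1085 CPM (95% interval 1022 to 1151) in the 38 terminal nerve-like cells and at 43.5 CPM (36.0 to 52.1) in the 153 olfactory neuron-like cells, a ratio of 24.9 (20.6 to 30.4). The ratio fell to 6.17 at resolution 2 and to 4.01 with cells assigned singly by markers. At resolution 2, which regroups the same cells, terminal nerve-like cells were at 1223 CPM and olfactory neuron-like cells at 198.2 CPM. The lower ratio there thus came from the cells grouped as olfactory neuron-like, not from a lower level in terminal nerve-like cells. After thinning to 2000 UMIs, 71.1% (54.1 to 84.6) of 38 terminal nerve-like and 5.33% (2.33 to 10.2) of 150 olfactory neuron-like cells had a Prokr2 UMI; none of the former and 3 of the latter were too shallow. Without thinning the shares were 97.4% and 30.1%, at median depths of 24545.5 and 18085 UMIs. In WT olfactory neuron-like cells the unthinned share ran from 0.690% (1 of 145) in WT replicate 1 to 7.94% (5 of 63) in WT replicate 4. Their median depths were lower, at most 7618 UMIs. Nasal epithelium-like cells of library 2 served as a type that should lack the gene. They had a Prokr2 UMI in 0 of 14 cells at a median depth of 22613 UMIs, which allows up to 21.4%. These 14 cells are too few to bound the share. CPM sets the olfactory neuron-like cells apart from nasal epithelium-like cells, bone-like cells and the pool of cells outside the neuronal lineage. Nasal epithelium-like cells had 0 of 314490 UMIs (upper 95% limit 11.7 CPM) and bone-like cells an upper limit of 4.96 CPM. All cells outside the neuronal lineage were at 8.93 CPM (7.34 to 10.8). Not every class was apart. Cartilage-like cells were at 22.38 CPM (12.24 to 37.55), an interval that overlaps that of olfactory neuron-like cells. Their 14 UMIs lay in 1 of 33 cells. The interval of the 2 immune-like cells, with 1 UMI, also overlapped it (26.78 CPM, 0.678 to 149.2). Over all 890 cells outside the neuronal lineage deep enough for thinning, the share was 1.69% (0.946 to 2.77) and, unthinned, 6.82% (5.25 to 8.67) at a median depth of 12299 UMIs.

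Among 4153 genes with at least 50 CPM in either Prokr2Cre library, the largest ratios of library 2 over library 1 were those of Actc1 (ENSMUSG00000068614; 571.9, interval 195.1 to 2778), Gm37240 (ENSMUSG00000102805; 461.3, 179.6 to 1696), Fgf14 (ENSMUSG00000025551; 408.2, 221.6 to 852.3), Olfr15 (ENSMUSG00000059043; 286.4, 159.7 to 574.8) and Kcnh7 (ENSMUSG00000059742; 254.2, 160.5 to 429.5). S100a9 (ENSMUSG00000056071) had 5920 UMIs, 212 CPM, in library 1 and none in library 2, at least 1144-fold lower. The smallest ratios among genes seen in both were those of the globin genes Hbb-y (ENSMUSG00000052187), Hbb-bt (ENSMUSG00000073940), Hba-a1 (ENSMUSG00000069919) and Hba-x (ENSMUSG00000055609), from 8.37e-05 to 0.000434. Olfr15 and the globin genes belong to families of similar genes between which the counting can split reads, so their single values are uncertain. These ratios are over all kept cells and include the differences in composition given above.

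The list genes were compared between terminal nerve-like and olfactory neuron-like cells of library 2, over 1013509 and 2734977 UMIs. For 9 of 36 genes the intervals of the CPM values did not overlap. Higher in terminal nerve-like cells were Prokr2, Sema3e (ENSMUSG00000063531; 439.1 against 17.2 CPM, ratio 25.6, interval 18.9 to 35.3), Dcc (1021 against 268 CPM, ratio 3.81, interval 3.46 to 4.19) and Tubb3 (ENSMUSG00000062380; ratio 1.14, interval 1.08 to 1.21). Lower were Nrp2 (ENSMUSG00000025969; ratio 0.376), Sema3a (0.417), Nsmf (0.480), Smchd1 (0.502) and Fezf1 (0.524). At resolution 2, Tubb3 no longer stood apart and Nrp1 was lower. For the other 27 genes the CPM intervals overlapped. Among these, the interval of the ratio itself excluded 1 for Nrp1 (0.815, 0.678 to 0.974), Il17rd (1.74, 1.03 to 2.88), Flrt3 (2.09, 1.04 to 4.11) and Sema7a (0.337, 0.0867 to 0.951). None of these 4 intervals excluded 1 under the stricter cell filter, where Nrp1 was at 0.977 (0.811 to 1.17), or with cells assigned singly by markers. Fgf8, Fgf17, Ntn1 and Amhr2 had no UMI in either class.

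**Figure D2:**
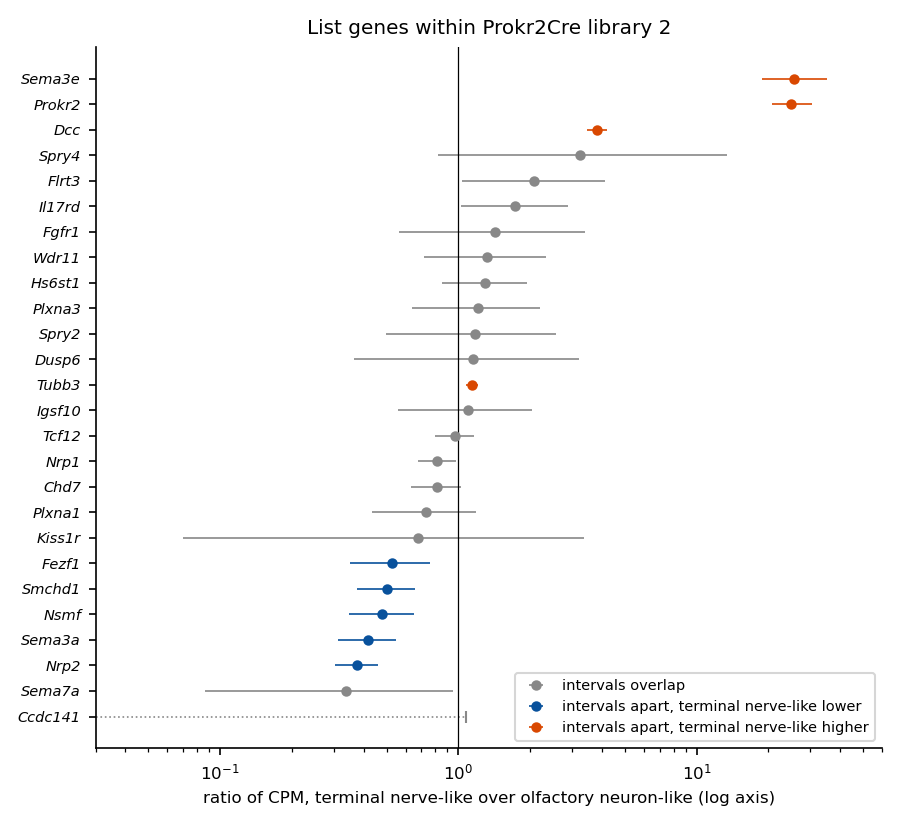
Ratio of CPM in 38 terminal nerve-like over 153 olfactory neuron-like cells of Prokr2Cre library 2 (log axis) for the 26 list genes with at least 10 UMIs over both classes, with exact conditional 95% intervals that cover counting error only. Sema3e and Prokr2 lie highest, at 25.6 and 24.9, and a dotted line marks a gene without a UMI in terminal nerve-like cells.

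Most cells of every library held Xist, the transcript of the inactive X chromosome. Cells with Xist and no Y-linked UMI made up from 89.4% of kept cells in WT replicate 5 to 97.9% in WT replicate 2, with 95.9% (95% interval 94.9 to 96.8) in Prokr2Cre library 1 and 94.9% (93.4 to 96.1) in library 2. Over all libraries at most 1 cell per library had a Y-linked UMI without Xist. Prokr2Cre library 2 held 40 Ddx3y UMIs, 2.47 CPM, and library 1 held none, which allows up to 0.107 CPM. These UMIs lay in cells that also held Xist.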

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

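The tests of cartilage-like, muscle-like and glia-like shares and of counting error in terminal nerve-like cells were chosen only after the results were seen, and that of mitochondrial shares before. Over the 4 WT captures, 26 measures were examined for a capture whose gap to the nearest other exceeded the critical share of the range, and 6 did so. Chance gives about 1 such capture in 20 measures, and shares of 1 capture depend on each other. Each pattern is a difference between captures of the same group, for which the design names no cause, so no biological explanation was tested. Dissection and differences between embryos stay open throughout, since neither was recorded.

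Cartilage-like cells made up 15.2% of WT replicate 2 and 8.77% to 9.58% of the other captures. With no doublets removed, WT replicate 2 held 17.6% against 9.62% to 16.9%, and its gap to the nearest capture was 0.0899 of the range. The cells put back do not account for this: among the 3012 cells of WT replicate 5 kept in both settings, 264 were cartilage-like with doublets removed and 506 without, against 44 among the 238 cells added. The distance of WT replicate 2 may therefore depend on how the same cells are clustered and named after a given filter. Under the other cell filters WT replicate 2 still had the highest share, with gaps of 0.810 and 0.700 of the range. Both lie below the critical share, so that WT replicate 2 was past it under none of the 3 other cell filters.

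Muscle-like cells made up 1.39% of WT replicate 1 and 0.0303% to 0.232% of the others. The gap stayed past the critical share under each of 3 other cell filters, with a lowest value of 0.851 at 25% mitochondrial UMIs, which argues against the cell filters as the cause. Glia-like cells (olfactory ensheathing or Schwann) were 2.19% of WT replicate 1 and 0.651% to 0.830% of the others. With no doublets removed WT replicate 1 was still highest, at 2.16% against at most 0.943%, but its gap of 0.8002 of the range was no longer past the critical share. The filters could thus account for the crossing of that limit, not for the order of the captures. In cells kept in both settings the number of glia-like cells changed by at most 1 per capture, and WT replicate 2 gained 20 among the cells added.

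Unnamed neuronal cells made up 3.37% of WT replicate 1 and 0.564% to 0.915% of the other captures. Neuronal clusters 4 and 6, with 90 and 68 cells, held cells of WT replicate 1 alone, and cluster 10 held 38 of its 39 cells there. No cause is reported here.

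Terminal nerve-like cells were 0.0210% of WT replicate 2, from 2 cells, and 0 in the other WT captures. The lowest upper Clopper-Pearson 95% limit among the captures with none was 0.0514%, in WT replicate 1, above the share in WT replicate 2. The limit of 3 counts given for WT replicate 1 in the Results, 0.0418%, also lies above that share. The difference is consistent with counting error at so few cells. With cells assigned singly by markers the order changed, and WT replicate 1 held the most, 5 cells (0.0697%). Doublet removal also bears on it: without that step, 4 terminal nerve-like cells were found in WT replicate 2 and 1 cell, with 77 Prokr2 UMIs, in WT replicates 3 and 4.

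The median mitochondrial share over all barcodes was 6.66% in WT replicate 5 and 2.71% to 2.77% in the other WT captures. Among barcodes with at least 500 genes it was still 4.65% in WT replicate 5, against 2.64% to 2.78%, which argues against barcodes of low depth as the whole cause. Of these barcodes, 24.4% exceeded 10% mitochondrial UMIs in WT replicate 5 and were left out. Damaged cells and differences in handling stay open. Outside the WT captures, the median over all barcodes was 18.3% in Prokr2Cre library 1 and 2.14% in library 2. Among their barcodes with at least 500 genes the medians were 5.47% and 2.10%, and 29.15% and 3.73% exceeded 10%. Comparisons of library 2 with library 1 could carry this difference.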

How the results depend on the processing

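The settings chosen only after the results were seen are 25% mitochondrial UMIs, WT replicates 3 and 4 as separate replicates, testing the clustering genes too, and the cell settings within Prokr2Cre library 2. Where no cause is named, the cause was not tested.

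Olfactory progenitor-like against olfactory neuron-like cells gave 1157 called genes. The count was 1170 without TMM factors, 1587 without a filter and 1436 with no doublets removed, all within 1.5 times. It was 503 with DESeq2, 725 under the stricter cell filter, 1898 at resolution 2, 2499 with cells assigned singly by markers, 1746 with WT replicates 3 and 4 as separate replicates, which adds a near copy, and 1814 with the clustering genes tested too, which adds genes. With no replicate block it was 311. The capture as a block pairs the classes within the same animal and capture. The 3 fits that each left out 1 capture gave from 703 to 1107 genes, with 703 without WT replicate 2. WT replicate 5 did not enter, with 9 progenitor-like cells, so leaving it out could not be run. The settings at resolution 2, with single assignment and with no doublets removed fitted 4 captures in place of 3.

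Of the list genes, 9 were called adjusted over the list alone. The count was 15 without a filter, where 32 were tested in place of 12, and 3 with no replicate block; it stayed within 1.5 times of 9 in the other 11 fits, with 9 to 10 over the leave-one-out fits. The count over all genes tested, 8, was less stable: it was 3 with DESeq2, 2 with no replicate block, 14 without a filter and 3 to 8 over the leave-one-out fits, lowest without WT replicate 2. The 10 genes of the naming rule kept direction and call in all 123 alternative values. Of 156 alternative values of the 12 list genes, 111 kept direction and call, 26 (of 6 genes) lost the call and 10 (of Nrp2 and Sema3a, 5 each) gained it. Another 9 (of 4 genes) reversed. At resolution 2 and with cells assigned by markers, Tubb3 was -0.56 and -0.87, Sema3a -0.0908 and -0.20, and Il17rd 0.52 and 0.55. Fezf1 was -0.32 with cells assigned by markers, and Il17rd was 0.0403 with no doublets removed and 0.29 without WT replicates 3 and 4.

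The share of terminal nerve-like cells among WT cells, 0.00526%, moved to 0.0238% with cells assigned by markers. It lay between 0 and 0.0131% elsewhere, and between 0 (without WT replicate 2) and 0.00701% over the leave-one-out values. The ratio of Prokr2 CPM in Prokr2Cre library 2 over library 1, 44.1, rose to 161.2 under the stricter cell filter, which left 8 of 52 UMIs in library 1. It was 52.5 (interval 17.5 to 258.8, with 3 UMIs in library 1) after thinning to 2000 UMIs. Thinning gives each cell the same weight, so it can change the expected ratio. With it, CPM fell from 82.1 to 48.6 in library 2 and from 1.86 to 0.925 in library 1. The ratio was 46.5 with no doublets removed and 45.9 at 25% mitochondrial UMIs. The difference in neuronal share, 16.1 points, stayed between 15.7 and 16.4.

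Depth limits the shares of cells with a Prokr2 UMI. In terminal nerve-like cells of library 2 the share of 71.1% rose to 89.5% at 4000 UMIs and 97.4% unthinned, and in olfactory neuron-like cells 5.33% rose to 12.2% and 30.1%, as deeper sampling alone would do. The ratio of Prokr2 CPM between these classes, 24.9, fell to 6.17 at resolution 2 and 4.01 with cells assigned by markers, with 15 and 12 terminal nerve-like cells in place of 38. Resolution 2 regroups the same cells, so the fall there reflects which cells each class holds. Terminal nerve-like cells were then at 1223 CPM, not lower than before. The 176 olfactory neuron-like cells were at 198.2 CPM, up from 43.5 CPM in 153 cells. The ratio was 24.9, 27.7 and 25.2 in the other cell settings. The number of list genes apart was 9 in every cell setting, although at resolution 2 Tubb3 was lost and Nrp1 gained.

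Contrasts of terminal nerve-like cells with other classes were not run in any setting, since at most 5 such cells lay in a WT capture, nor was any with vomeronasal neuron-like cells, a class no cluster was named for. The Prokr2 fold change of the progenitor contrast was run only without the filter, which it did not pass. No paired analysis was possible between WT and the Prokr2Cre libraries because these were not compared by a test.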

Other observations

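Chosen only after the result was seen were the tests of shared barcodes, of intron length over all genes, of the neuronal share, of barcodes left out, of the cluster as a mark of the library, of doublets and of cluster 32; that of markers outside the neuronal lineage was chosen after the Prokr2 values there had been seen and before its own; the tests of depth, of Prokr2 among genes of like intron length, of sex genes and of the splits were chosen before.

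WT replicates 3 and 4 shared 7386 barcodes, and 31.6% of the entries above 0 in either matrix were equal while 35.4% were higher in replicate 4 and 33.1% in replicate 3. Their gene sums had a chi-square per degree of freedom of 0.513, lower than independent counts would give. A candidate explanation is that a single capture was counted more than a single time, from sequencing runs or settings that differed; what differed was not tested.

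In mesenchyme-like cells the log2 ratio of Prokr2Cre library 2 over library 1 rose with intron length across genes (Spearman's rho 0.672 over 9059 genes, which are not independent replicates). The median log2 ratio was -0.13 in the quartile of genes with the shortest introns and 1.08 in the quartile with the longest. The same trend separated WT replicates 2, 4 and 5 from WT replicate 1 (rho 0.556, 0.670 and 0.675), whereas library 2 against WT replicates 4 and 5 gave -0.023 and -0.138, and library 1 against WT replicate 1 gave 0.164. The libraries did not fall into clean groups, however: WT replicate 2 against WT replicates 4 and 5 gave -0.402 and -0.677, and library 2 against WT replicate 2 gave 0.314. For WT replicate 2 over replicate 5 the median log2 ratio ran from 0.15 in the shortest to -0.46 in the longest quartile, although both headers give Cell Ranger 7.0.0. Counting of intronic reads in some libraries and not in others is a candidate explanation for the larger shifts, although the headers also give a single version for both Prokr2Cre libraries. It does not account for the trend between WT replicates of a single version unless their settings differed. A larger share of unspliced RNA in some libraries would give the same trend and stays open. Ratios of genes with long introns between these libraries could carry this shift. The clusters also set WT replicate 1 apart, an observation made after the clustering: WT replicate 1 gave 1287 of the 1438 cells of mesenchyme-like cluster 1 and 6 of the 1801 cells of mesenchyme-like cluster 0. Clusters therefore in part follow the library.

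The higher Prokr2 level in library 2 was weighed against several explanations. Greater depth is argued against: after each cell was thinned to 2000 UMIs, 4.58% (interval 3.42 to 5.998) of 1091 cells of library 2 and 0.185% (0.0382 to 0.540) of 1622 cells of library 1 held a Prokr2 UMI, and kept cells of library 2 were not deeper (median 12914 against 13534 UMIs). A larger share of neuronal cells is argued against as the whole cause, since the ratio outside the neuronal lineage was 17.3 (interval 9.87 to 32.6). More neurons also release more RNA into other droplets, so this rests on the markers below, which argue against free RNA and doublets as the whole source of those UMIs. It may nonetheless account for most of the difference. Of the 1330 Prokr2 UMIs of library 2, 1220 were neuronal and 1100 lay in 38 terminal nerve-like cells, whose 1085 CPM was not above the 1353.5 CPM (925.8 to 1910.8) of the single such cell of library 1. Within olfactory neuron-like cells the ratio was 1.84 (0.822 to 5.12). All 6 UMIs of library 1 there lay in 1 of 16 cells, so this ratio is less certain than its interval. The share of terminal nerve-like cells, 3.46% against 0.0593%, thus carries most of the UMIs that differ. Counting of intronic reads stays open outside the neuronal lineage: among 3089 genes of like intron length Prokr2 lay at the 94.24th percentile, with a log2 ratio of 4.07 against a median of 0.45 and a 95th percentile of 4.41. The limit set beforehand, the 95th percentile, was thus missed narrowly. Enrichment of cells by sorting on the reporter, which the protocol describes for a single one of these libraries, is the difference the design names, and it stays open and untested.

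Prokr2Cre libraries 1 and 2 are described as a single suspension. In library 2, 94.9% of kept cells held Xist and no Y-linked UMI, close to the 95.9% of library 1, so that sex cannot separate different embryos of the same sex from a single embryo. The 40 Ddx3y UMIs of library 2 lay in cells with Xist; their source was not tested. The lowest such share over the 7 libraries was 89.44%, so the sex genes cannot tell a single embryo from pooled embryos of the same sex either.

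Terminal nerve-like cells lay nearly all in library 2, and technical explanations were weighed. Of 8616 WT barcodes left out, 5 (0.0580%, interval 0.0189 to 0.135) held at least 3 of Gnrh1, Gal, Cntn2, Prph and Nhlh2. Among kept cells it was 30 of 26310 in WT (0.114%) and 55 of 1099 in library 2 (5.00%). Barcodes left out include those with fewer than 500 genes, which can miss markers for lack of depth. In WT replicate 5, for example, 4299 of 6722 barcodes had at least 500 genes. Few barcodes left out thus held the markers, but this does not decide whether the cell filters removed such cells. Of the 30 kept WT cells, 23 lay in WT replicate 1. In WT replicates 2 and 4 the share was higher among barcodes left out (0.108%, interval 0.0131 to 0.389, and 0.125%, 0.00317 to 0.695) than among kept cells (0.0105% and 0.0605%), with overlapping intervals, so the loss of a few such cells there stays open. Prokr2, left out of the clustering, was 24.9 times higher in these cells than in olfactory neuron-like cells of the same library, which argues against a cluster that only marks the library. That ratio was 4.01 with cells assigned singly by markers. Selection by the sort stays open and untested.

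Doublets were harder to weigh. Terminal nerve-like cells of library 2 had a median doublet score of 0.032, against 0.0247 in the other 166 neuronal cells, and a median of 24756.5 UMIs against 17973, counted over all listed genes rather than the shared ones. The test as first written named higher scores and depths as what doublets would show, and both were found. A further value was then chosen after that result: a mixture of other cell types cannot exceed the class among them with the most Prokr2, and the highest level of another class of at least 10 cells was 43.5 CPM (upper limit 52.1), far below the 1085 CPM (lower limit 1022) of the terminal nerve-like cells. This argues against mixtures of the other types as the source of the cluster. Doublets of a terminal nerve-like cell with another cell stay open and could explain the higher scores.

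Prokr2 UMIs also occurred outside the neuronal lineage of library 2, at 0.822% (interval 0.670 to 1.00) of the CPM in terminal nerve-like cells. Free RNA and doublets bring all abundant transcripts of their source, while expression in the other cells can only add to them. Of the neuronal and terminal nerve markers fixed before the data were examined, 11 had at least 50 CPM in terminal nerve-like cells, and their median was 0.356%. For 6 of the 11, Stmn3 at 0.338% (0.263 to 0.428) and Prph at 0.190% (0.106 to 0.316) among them, the interval lay below that of Prokr2, and for 3 (Stmn2, Gap43 and Gal) above it. This argues against free RNA or doublets from terminal nerve-like cells as the whole source of these UMIs. Low expression in other cells and counting of intronic reads stay open.

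The UMIs were not spread evenly. Clusters 3 (mesenchyme-like) and 32 (unnamed), grouped after their Prokr2 shares had been seen, had Prokr2 in 10.2% (interval 7.62 to 13.2) of 482 cells at a median of 10897.5 UMIs, against 2.91% (1.51 to 5.02) of 413 other non-neuronal cells at 15149 UMIs. CPM also differed, at 12.0 (9.25 to 15.3) against 6.57 (4.81 to 8.77). After thinning to 2000 UMIs the shares were 2.49% (1.30 to 4.32) and 0.733% (0.152 to 2.13), whose intervals overlap. Since the clusters were picked for this pattern, the comparison decides nothing by itself.

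Cluster 32, led by Sox18, Klhl14, Col19a1, Fgf14, Prdm1, Inhba, Gfra1 and Sox2, showed the pattern in other libraries too. In library 1, 3 of its 23 cells (13.04%, interval 2.78 to 33.6) held a Prokr2 UMI, against 0.370% (0.136 to 0.803) of 1623 other non-neuronal cells, which argues against an effect of library 2 alone. In WT replicates 2 and 4 the shares were 8.33% (2 of 24) and 8.70% (2 of 23), against 0.388% and 0.406%, whereas WT replicate 5 had 0 of 8 cells, which allows up to 36.9% (Clopper-Pearson). Cells of this cluster may express Prokr2 at a low level; with at most 3 positive cells per library outside library 2, this is a hypothesis. The cluster made up 207 of 1099 kept cells in library 2 and 23 of 1687 in library 1. In cluster 3, by contrast, library 1 had 0.813% of cells with a Prokr2 UMI and library 2 had 9.45%.

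For the 1157 genes called between progenitor-like and neuron-like cells, swapping the classes within captures gives 4 splits. Of the 4 splits, 1, the real one, gave as many genes, and the other 3 gave 0. With 4 splits the share cannot fall below 0.05, so chance cannot be excluded by this count.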
